A study of Mus musculus with 99 samples.

How the data were processed

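The data were read counts per gene and cell from single hair cells of mouse cochleae. Per the labels' protocols, cochleae were digested with papain and DNase, then with a protease and dispase, and triturated; picked cells went straight into reverse transcription and amplification with the Smart-Seq HT kit, and the cDNA was tagmented with the TruePrep kit. The authors deposited 1 table of whole-number counts, with 55291 gene symbols and 99 cells, of which 28509 symbols had no read in any cell. That the values are unnormalised counts was judged from the values, since they are whole numbers with different totals per cell. The labels and the file header state no aligner, counter, genome build, annotation, strand setting or filter, so no coordinates are given. The table had 0 columns that belong to no sample, 0 entries without a gene name and 0 spike-ins. OHCs of an earlier study that the series' design text mentions were not analysed here.

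Each column was assigned to its cell by the title in the labels, and each cell to a group by the same title: 32 wild-type OHCs of postnatal day 30 and 67 cIHCs of postnatal day 42. All 99 cells were used, and no filter on cells or doublets was applied, because each cell was picked singly. Each GEO sample is 1 cell and the labels name no animal, so cells were summed to 1 sample per group. No p-value, standard error or count of changed genes was computed. The summed counts were divided by the group's total to give pooled CPM, and differences are log2 ratios of cIHC over OHC. A gene was treated as having no ratio where both sums were at or under 3 counts, and 23306 genes had one. A sum of 0 was set to a floor of 3 counts over the group and the ratio given as a bound. The same floor entered ranks and list medians for sums under 3 counts, while for 1 to 3 counts the text gives the ratio of the counts with its interval. Intervals are exact Poisson for pooled CPM, exact conditional binomial for ratios and exact Clopper-Pearson for shares of cells, all at 95%. For 0 of n cells the limit given is 3 of n.

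Cells of 1 group were checked for libraries entered more than once. There were 0 identical pairs of columns, and the most similar pairs had a chi-square per degree of freedom of 416 in OHCs and 183 in cIHCs over genes with at least 10 counts, far above sampling noise.

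Shares of cells with reads were also computed after thinning each cell, without replacement, to 5770000 reads, the largest multiple of 10000 that at least 95% of cells reach; 29 OHCs and 66 cIHCs remained. Spread between cells is given as median and range of CPM per cell and as the share of pairs of 1 cIHC and 1 OHC in which the cIHC was higher.

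Gene lists came from general knowledge of the cochlea, and some members may have been chosen on cells like these in earlier work. They were 10 OHC, 10 IHC and 10 hair cell genes, 10 supporting cell, 5 glia, 8 blood and macrophage and 9 dissociation genes. A value for 1 OHC gene is part of its list but is not reported here. Each list's median was set against 10000 random lists of the same size drawn within 10 bins of mean expression. Beyond the lists and sex-linked genes, the genes named are the 10 highest and 10 lowest log2 ratios among genes with at least 50 CPM and reads in at least 75% of the cells of the higher group. Art1, Aldoa, Gm28610, Gm10605, Prdx2, A430072P03Rik, Gm29114, 1700064H15Rik, Sh2d7 and Lce1c are named for their overlap or family and were chosen after their values were seen. C1qc, Tyrobp, Lyz2, Cd74, Ctss and Fcer1g are named for the test on macrophages, which was chosen after the result was seen. Overlaps of exons were looked up in GENCODE M21, which holds 96.4% of the table's symbols and need not be the annotation the authors used. Of 53 named genes checked, 9 overlap another gene there.

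The alternatives were the mean or median of CPM per cell in place of sums, leaving out the cell with the highest level of each gene, a TMM factor, median-of-ratios scaling, totals without mitochondrial genes or without the 10 most abundant genes of either group, leaving out cells with few genes, only cells with Xist reads or only cells with Y-linked reads at 10 CPM, thinned cells, list means, lists limited to genes with at least 10 CPM, 20 expression bins, detection at 10 CPM, and a minimum mean of 1 CPM for the correlations. Sums of the foreign cell lists without the highest cell of each gene were added after seeing the data. TMM factors, from edgeR 4.0.16 in R 4.3.3, were 0.936 for OHCs and 1.07 for cIHCs. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

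The ratio and list steps were tested on simulated counts for the comparison of cIHCs with OHCs, drawn for 8376 genes from the real means and library sizes with 200 genes changed by known amounts. Of the changed genes, 97.5% came back within 0.5 of the known log2 ratio. A list of 10 changed genes lay at percentile 100, and 9% of 200 lists of unchanged genes lay outside percentiles 5 to 95. The simulated genes had at least 10 CPM in OHCs, a dispersion of 0.5 between cells and no loss of transcripts. In the data, genes of equal pooled CPM from 10 to 30 had reads in a mean of 32.0% of OHCs. The test is thus easier than the data and says little on genes seen in few cells.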

Results

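Full-length cDNA libraries were sequenced from 99 single cells of the cochlea of C57BL/6 mice. The cells carried the red fluorescent protein tdTomato and were picked by hand under a fluorescence microscope. Outer hair cells (OHCs) amplify sound mechanically, whereas inner hair cells (IHCs) pass the signal to the auditory nerve. The first group held 32 OHCs of wild type at postnatal day 30, from mice with an OHC-specific, inducible Cre (Slc26a5-CreER) and a tdTomato reporter (Ai9). The second group held 67 cells at postnatal day 42, from mice with the same Cre and a Rosa26 allele for ectopic expression of the transcription factor Tbx2. These are OHCs that express Tbx2 and, per the labels, convert to IHCs (cIHCs). Age and genotype differed together between the groups. No title names an endogenous IHC, so no level given here was set against IHCs; the protocol text, which is the same for all 99 cells, speaks of picked endogenous IHCs and iOHCs, and the titles were followed. The labels name no animal, so each group counted as 1 sample, no difference between the groups has a replicate check, and no test was made.

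Total counts per cell ran from 5656512 to 9287413 in OHCs, with a median of 7443780, and from 4677682 to 13792672 in cIHCs, with a median of 7757520. Summed over cells, the groups held 242054710 and 544012348 counts. A median of 6068.5 genes had 1 or more reads in an OHC (range 4769 to 8567), against 8546 in a cIHC (range 7081 to 11719). Of the 67 cIHCs, 31 had more genes with reads than any OHC. Thinning each cell to 5770000 reads, which left out 3 OHCs and 1 cIHC, gave medians of 5887 and 8319.5 genes. The number of genes with at least 10 CPM (counts scaled to a common total) per cell had medians of 4067 and 6073. Mitochondrial genes took a median of 6.68% of the counts in OHCs (range 4.36% to 12.6%) and 3.47% in cIHCs (range 0.287% to 9.61%). The higher shares among cIHCs lay mostly in cells with low numbers in their titles, such as 9.61% in cIHC 15 and 8.85% in cIHC 20. Exceptions were cIHC 11 at 0.287% and cIHC 49 at 7.94%. The median thus does not describe all cIHCs alike. The 10 most abundant genes took 14.6% of the pooled OHC counts, with Ocm alone at 4.49%, and 9.73% of the pooled cIHC counts.

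**Figure D1:**
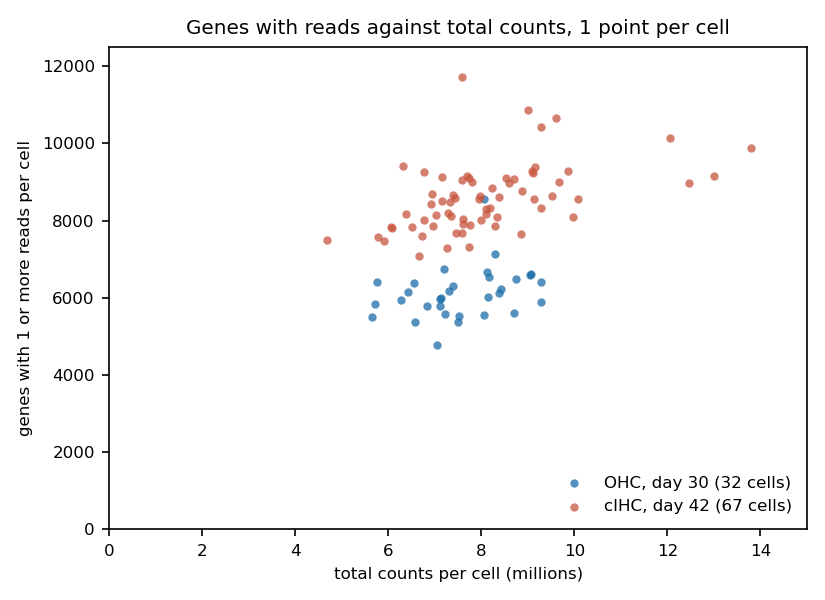
Number of genes with 1 or more reads (vertical axis) against total counts (horizontal axis), 1 point per cell, for 32 OHCs and 67 cIHCs. Total counts overlapped between the groups, while the median number of genes with reads was 6068.5 in OHCs and 8546 in cIHCs.

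Tbx2 was examined first, because its ectopic expression defines the cIHCs. The 32 OHCs held 3 Tbx2 counts in all, a pooled level of 0.012 CPM (exact Poisson 95% interval 0.0026 to 0.036), spread over 3 cells. The 67 cIHCs held 397488 counts, a pooled level of 730.7 CPM (728.4 to 732.9), and each of them had reads, with a median of 583.9 CPM and a range of 112.7 to 2643 CPM. The log2 ratio of the pooled levels was 15.85 (95% interval 14.30 to 18.13). Intervals here and below cover counting error only: amplified reads without molecular identifiers are not independent molecules, and the spread between animals is not included. In all 2144 pairs of 1 cIHC and 1 OHC the cIHC had the higher Tbx2 level, a share of 100%. The alternative that moved the ratio most, restricting the sums to cells with Xist reads, gave 12.78; its 4 OHCs held no Tbx2 read, so that value is a bound.

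The next comparison asked how far genes of OHCs had fallen in cIHCs. A list of 10 OHC genes had a median log2 ratio of -5.81, with all 10 lower in cIHCs and single ratios from -12.74 to -2.47. The median lay at percentile 0 of 10000 random lists of the same size matched on mean expression, whose own median was 0.13. Leaving out, gene by gene, the cell with the highest level in each group moved the median furthest, to -6.86. Slc26a5, which encodes the OHC motor protein prestin, fell from 2080 CPM (2074 to 2086) in pooled OHCs to 0.303 CPM (0.259 to 0.353) in pooled cIHCs, a log2 ratio of -12.74. All 32 OHCs and 7 of 67 cIHCs had Slc26a5 reads, the latter 10.4% (exact Clopper-Pearson 95% interval 4.30 to 20.3), or 9.09% after thinning. A single cIHC held 61.2% of the 165 cIHC counts, and without the highest cell of each group the ratio was -14.07; 1.49% of cIHCs reached 10 CPM. Ocm, which encodes oncomodulin, went from 44926 CPM in OHCs to 239.4 CPM in cIHCs, a log2 ratio of -7.55, but 76.1% of cIHCs (64.1 to 85.7) still had reads of it. Their median was 14.7 CPM and their highest value 4718 CPM, below the lowest OHC at 17896 CPM, and 1 cell held 26.3% of the cIHC counts. Ikzf2 had 340.3 CPM in OHCs and 16.6 CPM in cIHCs, where 35.8% of cells (24.5 to 48.5) had reads. Lbh fell from 1365 to 3.03 CPM, and Aqp11 fell from 2053 to 41.3 CPM. A single cell held 40.5% of the cIHC counts of Lbh, whose ratio of -8.82 became -9.51 without the highest cells. The smallest changes on the list were those of Sri, from 2813 to 509.4 CPM, and Strip2, from 1346 to 210.0 CPM, both with reads in all 67 cIHCs. Lmod3 and Chrna10 had log2 ratios of -5.75 and -5.87. Lmod3 reads came from 2 of 67 cIHCs, 1 of which held 70.8% of the counts, and its ratio without the highest cells was -7.36. Chrna10 shares exon sequence with Art1 on the other strand in the GENCODE M21 annotation, and strand use in the counting is not stated, so its value is uncertain. The same holds for Ikzf2, which shares exon sequence with Gm29114 on the other strand.

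**Figure D2:**
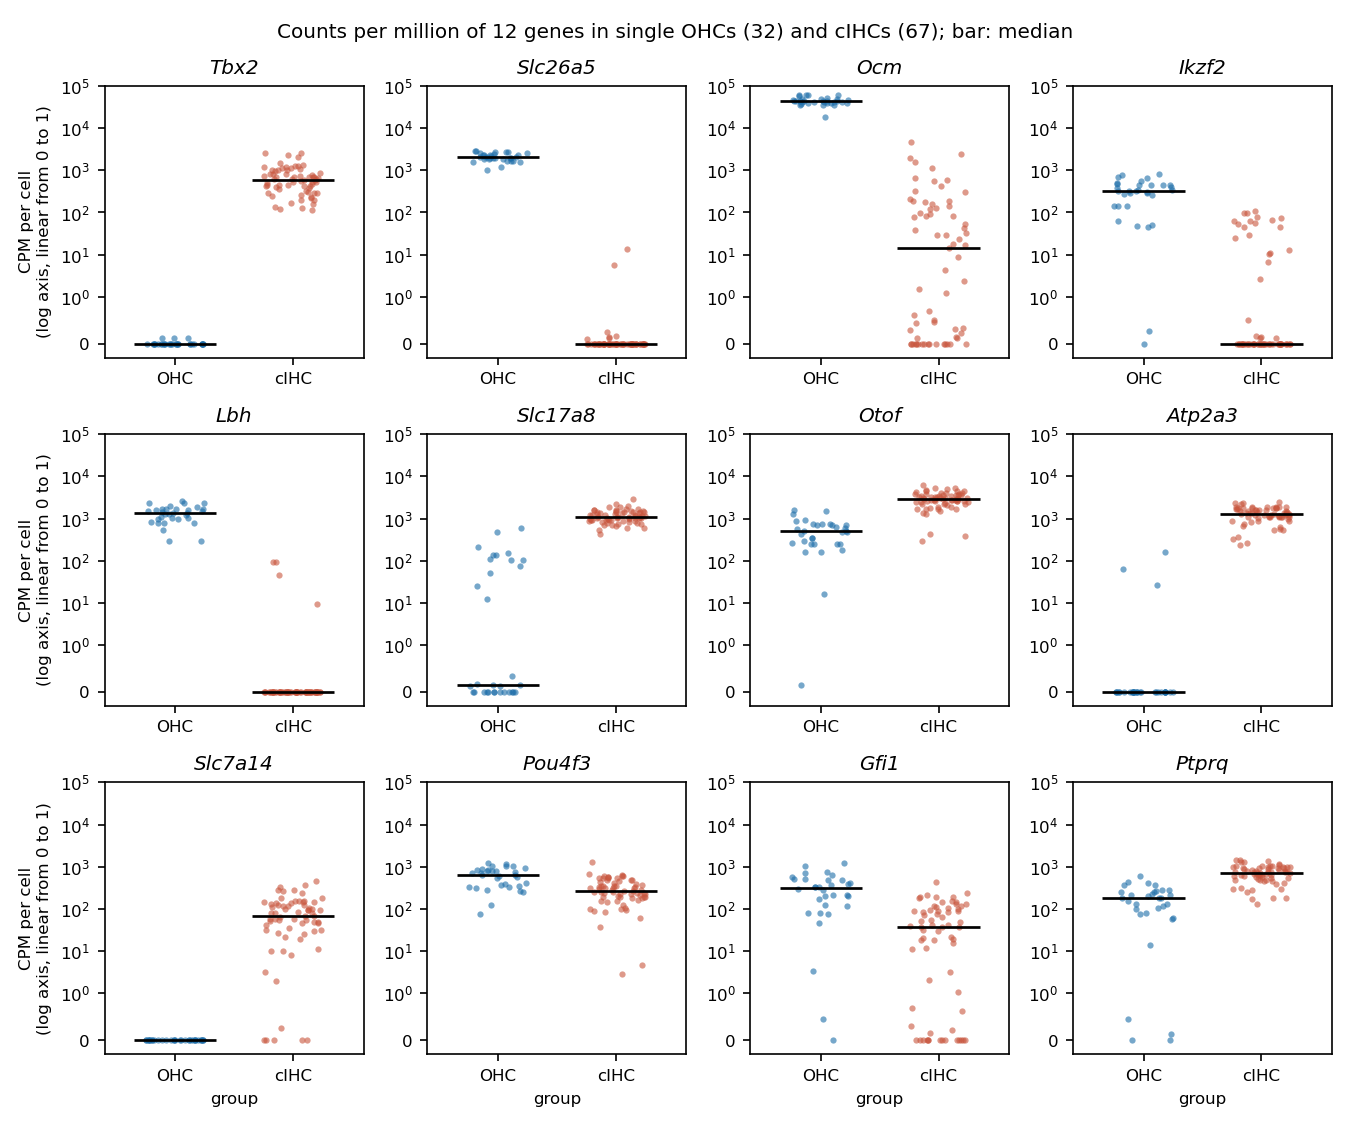
CPM of 12 genes, 1 point per cell and a bar at the median, in 32 OHCs and 67 cIHCs (vertical axis logarithmic above 1 and linear from 0 to 1). Tbx2, Slc26a5, Ocm, Lbh and Atp2a3 had no overlap between the groups, whereas the ranges of Pou4f3, Gfi1 and Ptprq overlapped.

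The opposite question was how far genes of IHCs had risen. All 10 genes of an IHC list, which leaves out Tbx2, were higher in cIHCs, with a median log2 ratio of 5.63 and single ratios from 1.38 upward. This median lay at percentile 100 of the random lists. Of the alternatives, the median of CPM per cell gave the most distant value, 2.31, because it has a value for only 4 of the 10 genes. Slc17a8, which encodes the vesicular glutamate transporter of IHC synapses, rose from 69.2 CPM (68.2 to 70.3) to 1179 CPM (1176 to 1182), a log2 ratio of 4.09. It had reads in all 67 cIHCs and in 59.4% of OHCs (40.6 to 76.3), or 51.7% after thinning, and 40.6% of OHCs reached 10 CPM. Otof rose from 542.8 to 2956 CPM, Calb2 from 906.7 to 4029 CPM and Cabp2 from 1018 to 2643 CPM. These 3 genes had the smallest log2 ratios of the list, at 2.45, 2.15 and 1.38, and high levels already in OHCs. Atp2a3 had 8.62 CPM in OHCs, where 3 of 32 cells had reads and 1 of them held 66.3% of the counts, and 1310 CPM in cIHCs, where every cell had reads. Its log2 ratio of 7.25 became 8.75 without the highest cells. Fgf8 had 20 counts in OHCs and 11.8 CPM in cIHCs, where 38.8% of cells (27.1 to 51.5) had reads; 1 OHC held 19 of the OHC counts, and the log2 ratio of 7.16 became 11.09 (8.61 to 16.39) without the highest cells, where 1 OHC count was left. Dnajc5b had a log2 ratio of 2.99, or 3.81 without the highest cells. Its OHC reads came from 3 of 32 cells, 1 of which held 49.5% of the counts. It shares exon sequence with 1700064H15Rik on the other strand, which had 4.66 CPM in OHCs and 1.12 CPM in cIHCs, so its value is uncertain. Rprm, Slc7a14 and Shtn1 had no read in any of the 32 OHCs, which allows a share of up to 9.38% of cells with reads. Set against a floor of 3 counts over the group, their log2 ratios were at least 14.02, 12.89 and 14.36. Rprm had reads in 68.7% of cIHCs (56.2 to 79.4), Slc7a14 in 92.5% (83.4 to 97.5) and Shtn1 in 97.0% (89.6 to 99.6).

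Genes of both kinds of hair cell served as a reference for these lists. Over all 10041 genes with at least 10 CPM in 1 or both groups, the median log2 ratio was 0.25, which a TMM factor moved by -0.19 and median-of-ratios scaling by -0.20. The 10 hair cell genes had a median of -0.42, or -0.67 relative to the median of all genes, at percentile 3.8 of the random lists with 10 expression bins and 8.28 with 20. The same median was -0.91 among cells with Y-linked reads, its most distant value. Gfi1 had 356.3 CPM in OHCs and 62.7 CPM in cIHCs, a log2 ratio of -2.51, or -2.75 relative to all genes. Rbm24, Pou4f3 and Lhfpl5 had ratios of -1.19, -1.04 and -1.01, or -1.44, -1.29 and -1.26 relative to all genes. Ptprq was higher in cIHCs, at 737.5 against 180.8 CPM, a log2 ratio of 2.03, or 1.78 relative to all genes. Myo6 and Loxhd1 had ratios of -0.46 and -0.39, and Myo7a 0.31. Tmc1 and Cib2 had ratios of 0.05 and 0.13, and both changed direction under TMM, under median-of-ratios scaling and among cells with Y-linked reads. Cib2 also shares exon sequence with Sh2d7 on the other strand, which adds to its uncertainty. A cIHC had the higher level in 14.2% of pairs for Gfi1, 19.4% for Pou4f3 and 94.9% for Ptprq.

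**Figure D3:**
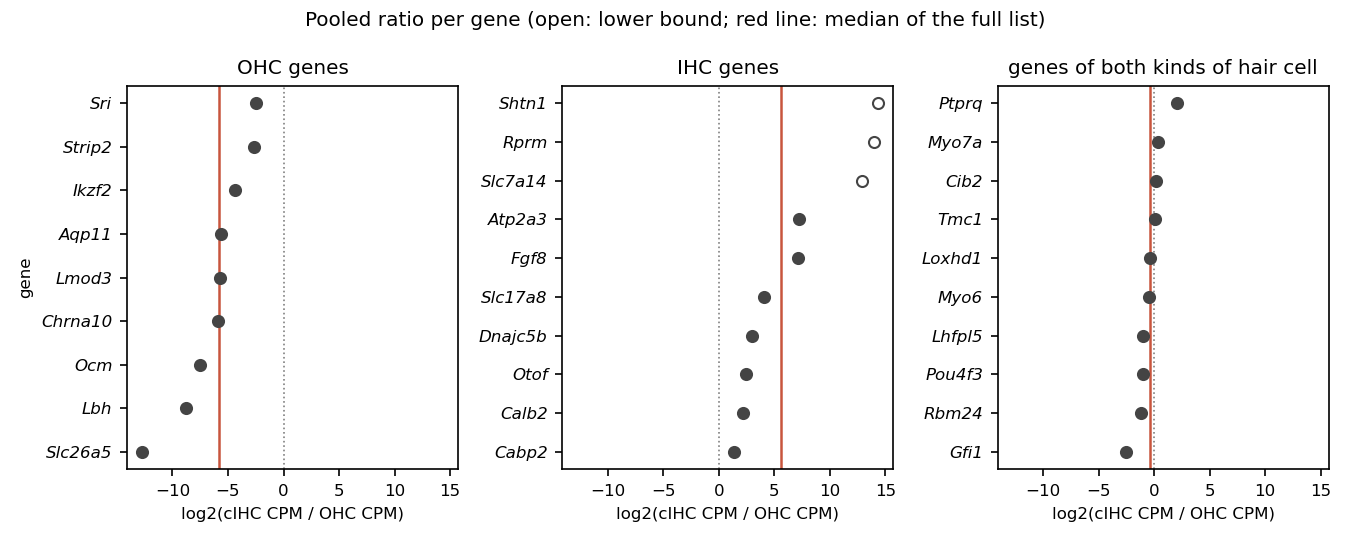
Log2 ratio of pooled CPM, cIHC over OHC (horizontal axis), for 9 OHC genes, 10 IHC genes and 10 hair cell genes (vertical axis); open circles are lower bounds against 3 counts and the red line is the median of the full list of 10. The OHC genes drawn lay below 0 and all 10 IHC genes above it, while hair cell genes lay from -2.51 to 2.03, and the signs of Tmc1 and Cib2 changed under TMM and median-of-ratios scaling.

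Among 4011 genes with at least 50 CPM and reads in at least 75% of the cells of the group where they were higher, the 10 with the lowest log2 ratios were C1ql1, 1600022D10Rik, Necab2, Elovl2, 1700025G04Rik, Meikin, Fam57b, 2310016D03Rik, Slc26a5 and Atp8b1. For 7 of them the cIHCs held fewer than 3 counts, so their order follows their OHC level. C1ql1 had 378.8 CPM in OHCs, 1600022D10Rik 227.8 CPM and Necab2 218.3 CPM, with no read in any of the 67 cIHCs, which allows a share of up to 4.48% of cells. Their log2 ratios were thus at most -16.07, -15.33 and -15.27. Elovl2 and Meikin each had 1 count in cIHCs, with log2 ratios of -16.03 (-21.33 to -13.55) and -15.55 (-20.85 to -13.07). Fam57b overlaps Aldoa and 1700025G04Rik overlaps Gm28610 on the other strand in GENCODE M21, so their counts are uncertain, and 1600022D10Rik is no symbol of that annotation.

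The 10 genes with the highest ratios were Lce6a, Tbx2, 2210017I01Rik, Slc10a7, Cd59a, Cib3, Ptprz1, Tpbgl, Shtn1 and Ntrk2. In 9 of them the OHCs held fewer than 3 counts. Lce6a had 750.3 CPM in cIHCs, 2210017I01Rik 575.6 CPM and Slc10a7 511.8 CPM, each with reads in all 67 cells and none in OHCs, so their log2 ratios were at least 15.89, 15.50 and 15.33. Lce6a and 2210017I01Rik are neighbours on the same strand in GENCODE M21 with 0 annotated genes between them, and the highest of 20 other Lce genes, Lce1c, had 1.31 CPM in cIHCs. Ptprz1 had 329.6 CPM and Tpbgl 302.0 CPM in cIHCs, again with reads in every cIHC and no OHC; Tpbgl overlaps Gm10605 on the other strand. Cib3 had reads in 82.1% of cIHCs (70.8 to 90.4) and a log2 ratio of at least 14.76. Cd59a and Ntrk2 each had 1 count in OHCs, with log2 ratios of 16.40 (13.92 to 21.70) and 15.74 (13.26 to 21.04).

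Across the 9152 genes with a mean of at least 10 CPM over all cells, the median Spearman correlation of log2(CPM + 1) between cells was 0.429 over pairs of OHCs, 0.498 over pairs of cIHCs and 0.356 over pairs of 1 cell from each group. Genes are not independent replicates, so these values only describe how alike the cells were. Including genes from a mean of 1 CPM gave 0.483, 0.580 and 0.447. The 5th and 95th percentiles of the log2 ratio over the 10041 genes above were -2.37 and 4.98.

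Lists of other cell types were used to look for foreign reads. The 10 supporting cell genes summed to 41.6 CPM in OHCs and 23.6 CPM in cIHCs, the 5 glia genes to 13.7 and 8.93 CPM, and the 8 blood and macrophage genes to 4.71 and 53.6 CPM. Single cells carried much of these sums: 1 OHC held nearly all of the 20.0 CPM of Epyc, and 1 cell held 99.3% of the OHC counts and 73.6% of the cIHC counts of Gjb6. Leaving out the highest cell of each gene, a check chosen after seeing the data, gave 4.61 and 7.21 CPM for supporting cells, which turns their order, 8.20 and 6.38 CPM for glia, and 1.69 and 47.1 CPM for blood and macrophages. C1qb accounted for 48.2 CPM of the sum of 53.6 CPM, with no read in any OHC. The medians of these lists, at log2 ratios of -0.35, 4.04 and 0.02, rested on genes with few counts and changed sign under other settings. Their percentiles among random lists were 11.02, 72.4 and 16.3. Hba-a1 and Hba-a2 are near-identical copies whose reads the counting could split.

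Of the 9 genes of a list for the response to dissociation, 5 were higher and 4 lower in cIHCs, with a median log2 ratio of 0.13 at percentile 47.5. Egr1 rose from 19.4 to 375.9 CPM, Junb from 80.1 to 483.5 CPM and Fos from 43.4 to 208.8 CPM, log2 ratios of 4.28, 2.59 and 2.26. A single OHC held 98.4% of the OHC counts of Egr1, whose ratio was 10.11 without the highest cells. Junb overlaps Prdx2 on the other strand in GENCODE M21 and is uncertain for that reason. Atf3 had 2 counts in OHCs and 133.3 CPM in cIHCs, a log2 ratio of 13.98 (12.12 to 17.02). Fosb was lower, at a log2 ratio of -2.72 that turned to 6.29 (4.43 to 9.33) among cells with Xist reads, where the OHCs held 2 counts, and 1 OHC held 56.5% of its OHC counts; without the highest cells the ratio was -1.82. Jun fell from 711.8 to 561.2 CPM. Ier2 had a ratio of -0.51 that turned to 1.40 with the median of CPM per cell. Hspa1a and Hspa1b, near-identical copies, had ratios of 0.13 and -0.20 whose signs changed under 4 and 3 of the other settings.

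Reads of Xist and of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were checked because the labels give no sex. At 10 CPM or more, 4 OHCs had Xist reads, 24 had Y-linked reads and 4 had neither. Among cIHCs, 55 had Xist reads and 12 had Y-linked reads, and no cell of either group had both. The groups thus differed in this respect too. The cIHCs with Y-linked reads were those numbered 1 to 12 in the titles, and those with Xist reads were numbered 13 to 67. The numbers thus follow some order of the cells that the labels do not explain. Among cIHCs, sex-linked reads cannot be told apart from whatever else changed along this order. Among cells with Y-linked reads (24 OHCs and 12 cIHCs) the median log2 ratios of the OHC and IHC lists were -6.58 and 4.57. Among cells with Xist reads (4 OHCs and 55 cIHCs) they were -5.67 and at least 4.97. The last value is a lower bound because it rests in part on Fgf8, which had no read in these 4 OHCs.

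Detection at equal level was compared because the groups differed in the number of genes with reads. Of genes whose pooled CPM lay from 10 to 100 on average and differed by at most 0.25 on the log2 scale, 1303 in all, reads were present in a mean of 49.97% of OHCs and 71.0% of cIHCs, a difference of 21.1 percentage points. The share was higher in cIHCs for 97.1% of these genes. At a mean of 300 to 1000 CPM the shares were 99.2% and 100.0%. A share of cells with reads is therefore not on the same footing in both groups at low levels. The log2 ratios above rest on pooled CPM, while the ranking of genes also asked for reads in at least 75% of cells.

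**Figure D4:**
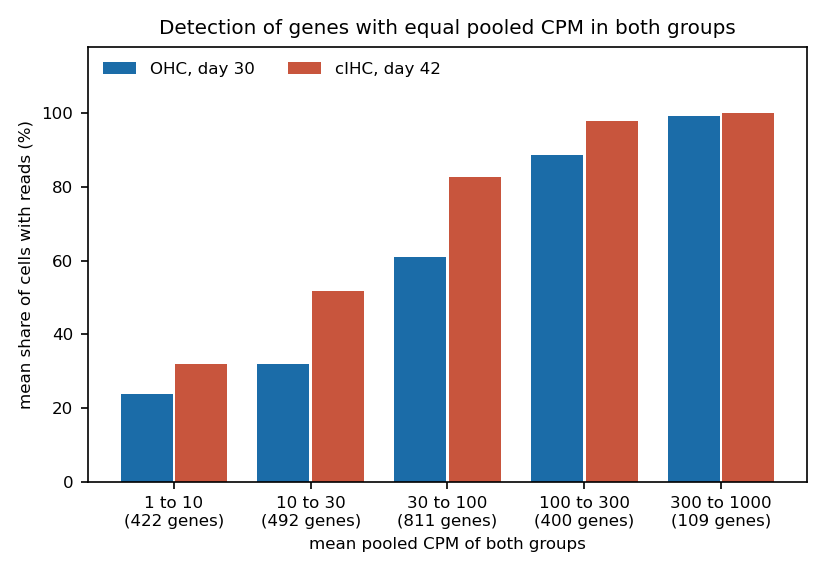
Mean share of cells with reads (vertical axis, %) for genes whose pooled CPM differed by at most 0.25 on the log2 scale between 32 OHCs and 67 cIHCs, by mean pooled CPM (horizontal axis, with the number of genes). From 30 to 100 CPM the mean share was 60.9% in OHCs and 82.7% in cIHCs, and from 300 to 1000 CPM it was 99.2% and 100.0%.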

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

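The alternatives in this part were chosen before the data were examined, as were the gene lists, the rule for named genes and the comparisons; the only one chosen after the result was seen is the sum of the foreign cell lists without the highest cells. No paired analysis was possible because the numbers in the titles name no animal and link no cIHC to an OHC, and the results come from no test.

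The direction of Tbx2 and of the OHC, IHC and hair cell medians held under every alternative that gave a value, though TMM and median-of-ratios scaling move all genes alike and by too little to turn them. Tbx2 had no value with the median of CPM per cell, where its OHC median is 0, and 12.78 among cells with Xist reads, where the 4 OHCs hold no read and the floor sets the ratio. The OHC median of -5.81 became -5.68 with the mean of CPM per cell, -5.15 with its median, which covers 4 of 10 genes, -6.86 without the highest cell, -6.01 under TMM and -6.01 under median-of-ratios scaling, -5.89 without the most abundant genes, -5.67 and -6.58 among cells with Xist and Y-linked reads, -5.75 after thinning and -6.25 as a list mean. The IHC median of 5.63 became 2.31 with the median of CPM per cell, again over 4 of 10 genes, and 6.57 without the highest cell. It became at least 4.97 among cells with Xist reads, a bound because Fgf8 had no OHC read there and was set to the floor. It became 4.57 among cells with Y-linked reads and 6.87 as a list mean. The hair cell median of -0.42 became -0.57 with the median of CPM per cell, -0.62 under TMM, -0.63 under median-of-ratios scaling, -0.47 without mitochondrial genes, -0.50 without the most abundant genes, -0.21 and -0.91 among cells with Xist and Y-linked reads, -0.39 after thinning and -0.41 as a list mean. Its percentile of 3.8 became 8.28 with 20 bins. Except where coverage or the floor is named, the cause was not tested.

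The median log2 ratio of all genes shifted by 0.53 with the median of CPM per cell, by 0.23 without the highest cell, by -0.19 under TMM, by -0.20 under median-of-ratios scaling, by 0.39 among cells with Xist reads and by -0.10 among cells with Y-linked reads. Hair cell values moved by about as much as these shifts under TMM and median-of-ratios scaling.

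Directions turned in the lists and genes below, and the cause was not tested, except where the floor enters. The values of -1.14 and -2.88 below are ratios of genes set to the floor. The value of 5.22 rests in part on Lfng, which had no OHC count and was set to the floor. The supporting cell median became 5.22 without the highest cell and 0.086 after thinning. The supporting cell sums of 41.6 CPM in OHCs and 23.6 CPM in cIHCs became 4.61 and 7.21 CPM without the highest cells. The glia median became -1.14 among cells with Y-linked reads and -6.42 for the genes with at least 10 CPM. The blood and macrophage median became -0.11 with the mean of CPM per cell, -0.17 under TMM, -0.18 under median-of-ratios scaling, -0.022 without mitochondrial genes, -0.056 without the most abundant genes and -2.88 among cells with Y-linked reads. The dissociation median became -0.065 under TMM and -0.075 under median-of-ratios scaling. Tmc1 became -0.14, -0.15, -0.028 and -0.23 under TMM, median-of-ratios scaling, without the most abundant genes and among cells with Y-linked reads. Cib2 became -0.065, -0.075 and -0.23 under TMM, median-of-ratios scaling and among cells with Y-linked reads. Fosb became 5.70 among cells with Xist reads, with 2 OHC counts set to the floor, and Ier2 1.40 with the median of CPM per cell. Hspa1a became -0.18 without the highest cell, -0.065 under TMM, -0.075 under median-of-ratios scaling and -0.87 among cells with Y-linked reads. Hspa1b became 0.27 without the highest cell, 0.41 among cells with Xist reads and 0.99 among cells with Y-linked reads.

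Of 57 genes, namely those of the OHC, IHC, hair cell and dissociation lists, C1qb and the ranked genes other than Tbx2, all had a value in each setting apart from the median of CPM per cell, which gave 22. Under TMM, 24 stayed within their counting interval, 30 moved outside it in the same direction and 3 turned. Among cells with Y-linked reads these counts were 5, 48 and 4. Leaving out cells with few genes removed no cell and says nothing about stability.

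Detection at 10 CPM lowered the share of cIHCs with Slc26a5 from 10.4% to 1.49%, with Ocm from 76.1% to 50.7% and with Rprm from 68.7% to 50.7%, and the share of OHCs with Slc17a8 from 59.4% to 40.6% and with Tbx2 from 9.38% to 0. The number of cells limits the zeros: 0 of 32 OHCs allows a share of up to 9.38% and 0 of 67 cIHCs up to 4.48% as 3 of n, and 10.9% and 5.36% as upper Clopper-Pearson bounds.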

Other observations

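The tests chosen only after the result was seen are those on merged annotations, the dissociation list, handling, macrophages, overlapping genes, free OHC RNA, index cross-talk, unequal progress of conversion, a factor shared by all genes and capture alike for all genes; the tests on depth, abundant genes, capture, scaling and sex-linked reads were chosen before. In every paragraph, age and genotype differ together between the groups, and both stay open as untested biological explanations.

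More genes had reads in a cIHC than in an OHC, by 2477.5 in the median. Sequencing depth was argued against, since the difference was 2432.5 after thinning, above the range between the quartiles of 703 in OHCs and 1030 in cIHCs. Removing the 13 most abundant genes and thinning to 4960000 reads left 2397, which argues against a few genes taking most of the counts. The difference was 2172.5 among cells with Y-linked reads and 2545.5 among cells with Xist reads, which argues against unequal shares of female and male animals. Lower capture of transcripts in the OHC libraries met its test: at equal pooled CPM of 10 to 100, the share of cells with reads was 21.1 percentage points higher in cIHCs, and 19.3 points higher when a cell needed 10 CPM to count. A candidate explanation is therefore that fewer molecules entered each OHC library, through capture or through less RNA per cell, and a larger spread between OHCs in the genes they express stays open as well.

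In all, 22 genes had no read in any OHC and reads in at least 75% of cIHCs, at pooled levels of 20.5 to 750.3 CPM; the reverse held for 6 genes. A table merged from 2 annotation versions was argued against, as 0 of 755 pairs of symbol and synonym in the table had opposite zeros. Of the 22 genes, 20 also had reads in at least 75% of the 12 cIHCs with Y-linked reads, which argues against unequal shares of female and male animals for those 20. Lower capture that is alike for all genes was argued against by held-out cells: of 1090 and 1070 genes with equal pooled CPM in cIHCs and 1 set of 16 OHCs, 0 lacked reads in all of the other 16 OHCs, so at most 16.4 of the 4767 genes of like level in cIHCs would be missed, against 22 seen. Lower capture of transcripts in the OHC libraries that differs between genes cannot be told apart from a true difference, because genes lost to it could not be matched by level. Of 6417 genes with at least 20.5 CPM in OHCs, 38.4% had reads in at least 75% of OHCs, so many genes of that level were missed in part of the OHCs, but only 172 had reads in under 25% of them. Among the 4767 genes with at least that level in cIHCs and reads in at least 75% of cIHCs, the OHC share had a median of 71.9% and a 5th percentile of 25%. A loss that differs between genes thus stays open.

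Egr1, Junb, Fos and Atf3 were higher in cIHCs. Among cells with Y-linked reads their log2 ratios were 10.70, 2.46, 1.15 and at least 14.86, as these OHCs held no Atf3 read. Among cells with Xist reads they were 1.04, 2.46, 1.68 and 10.01 (8.16 to 13.06), the last from 2 OHC counts. The lowest among cells with Y-linked reads was thus 1.15, for Fos, and all 4 stayed higher within both kinds of cell, which argues against unequal shares of female and male animals for their direction. The size for Egr1 depends on the cells kept, as 1 OHC held 98.4% of its OHC counts. A general response to dissociation would raise the whole list, but 4 of the 9 genes were lower in cIHCs, 5 under TMM and 2 among cells with Xist reads, and members that go both ways decide nothing. A difference in handling between the dissociations of the groups cannot be told apart from a response of the cells, because the labels do not say which cells were dissociated together. The list median was 0.13, but depended on the setting. It was -0.075 under median-of-ratios scaling, 1.04 and 0.99 among cells with Xist and Y-linked reads, and 5.42 with the median of CPM per cell, which covers 4 genes. Whether these genes may mark handling or the converted state stays open.

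C1qb had 26245 counts in cIHCs, with reads in 35 of 67 cells, 30 of them at 10 CPM or more, and none in OHCs. Macrophages or their RNA in the cIHC libraries were argued against: C1qa, Cx3cr1, C1qc, Tyrobp, Lyz2 and Ctss had 0 counts in cIHCs, Csf1r had 83 counts in 1 cell, Cd74 330 counts in 1 cell and Fcer1g 616 counts in 4 cells, against 35 cells with C1qb. In OHCs, Cd74 had 6 and Fcer1g 343 counts. Reads of an overlapping gene were argued against by GENCODE M21, where 0 genes overlap its exons, although the authors' annotation is not stated. Transcription of C1qb in cIHCs may be real, but an unannotated transcript at its place was not tested.

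Ocm reads stayed in most cIHCs, 34 of them at 10 CPM or more and 17 below. Free RNA of OHCs or OHCs picked together with cIHCs would bring Slc26a5 along, but cIHCs held 0.0146% of the OHC level of Slc26a5 and 0.222% of that of Lbh, against 0.533% for Ocm, which argues against it; Sri and Strip2 kept more, at 18.1% and 15.6%. The cIHC with most Ocm, at 10.5% of the OHC level, held Chrna10 at 39.6%, Sri at 7.64%, Lbh at 6.73%, Aqp11 at 3.43% and Strip2 at 1.83% of theirs but had no Slc26a5 read. Index cross-talk was argued against as the source of most Ocm counts by C1ql1, whose 91691 OHC counts left no count in cIHCs. That limit would allow 0.273% of the Ocm counts seen in cIHCs, or 355.8 of 130235 counts. A limit on counts does not bound the number of cells with few reads. Cross-talk thus stays open for the 17 cIHCs with Ocm below 10 CPM. Unequal progress of the conversion between cells predicts fewer genes with reads where Ocm is high, if conversion raises that number. The number of genes with reads also depends on the library, so it cannot decide the question. Across the 67 cIHCs the Spearman correlation of Ocm with genes with reads was -0.231 and Pearson's r on log2(CPM + 1) was -0.316. Without the 2 cells farthest from the median Ocm level they were -0.182 and -0.272, within the 55 cIHCs with Xist reads -0.192 and -0.3005, within the 12 cIHCs with Y-linked reads -0.476 and -0.401, and in the 66 thinned cIHCs -0.198 and -0.298. The cells are of unnamed animals and not independent, so no p-value belongs to these values, and residual Ocm cannot be told apart from differences between animals. Ocm was not correlated with Tbx2, the more direct measure. The cIHC with most Ocm had 232.4 CPM of Tbx2, and the cIHC with most Tbx2, 2643 CPM, had 0.218 CPM of Ocm. Other cells went the other way: cIHC 21 had 134.0 CPM of Tbx2 and no Ocm read, and cIHC 3 had 1083 and 128.1 CPM. Whether residual Ocm follows low Tbx2 thus stays open. Incomplete loss of Ocm in part of the cells may explain the reads that stayed.

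Gfi1, Pou4f3, Rbm24 and Lhfpl5 were lower and Ptprq higher in cIHCs, although all are genes of both kinds of hair cell. All 5 kept their direction under 4 other scalings, but these move every gene alike, by at most -0.20, so they could not have turned a sign and decide nothing on the scaling between the group sums. A factor shared by all genes cannot change the gap between genes. Ptprq lay 3.04 above the highest of the other 4 on the log2 scale, and 3.02 when taken between their counting intervals. Such a factor alone thus cannot make the whole pattern. The gap says no more than that, because the 5 were picked for going both ways and the spread between animals is not included. All 5 also kept their direction within cells with Xist reads and within cells with Y-linked reads. This argues against unequal shares of female and male animals as the source of the direction, mainly through the cells with Y-linked reads. Only 4 OHCs had Xist reads. There the ratio of Pou4f3 was -0.27, against -1.66 among cells with Y-linked reads. These 4 OHCs ran from 121.2 to 828.6 CPM of Pou4f3, so its sign among cells with Xist reads is uncertain. Over 11 alternatives Gfi1 ran from -3.08 to -2.42, Rbm24 from -1.39 to -0.70, Pou4f3 from -1.66 to -0.27, Lhfpl5 from -1.21 to -0.67 and Ptprq from 1.69 to 2.13. Gfi1 shares exon sequence with A430072P03Rik on the other strand, which had 2.04 CPM in OHCs and 5.91 CPM in cIHCs. Strand use in the counting is not stated, and these levels do not bound reads lost from Gfi1, so its value is uncertain. Lower levels of Gfi1, Pou4f3, Rbm24 and Lhfpl5 may belong to the converted state or to the difference in age.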
